A study of Mus musculus with 6 samples. Its data were reported in "Upregulation of WDR6 drives hepatic de novo lipogenesis in insulin resistance in mice" (2023).

How the data were processed

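The liver transcriptome was measured by RNA sequencing in 6 male C57BL/6J mice that had been made insulin resistant (IR) by 6 weeks on a high-fat diet (HFD), begun at 8 weeks of age. After a 16 h fast, 3 mice were injected with insulin at 0.75 units per kg body weight and 3 with bovine serum albumin (BSA), the carrier in which the insulin was given, and livers were taken 6 h later. The groups are called IR insulin and IR vehicle. Each library came from 1 mouse, and groups and replicate numbers were taken from the sample labels. The labels give no date, lane or batch.

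The deposited table held whole-number read counts per gene for the 6 libraries, which the authors had neither normalized nor pooled. Per the study's methods, the authors made the libraries with the NEBNext Ultra RNA kit, sequenced them on an Illumina HiSeq and aligned the reads with Bowtie 2 to mouse build 38 (mm10). The counting program, its annotation release and whether counting used strand were not stated, so the counts of genes that overlap another gene, and of genes with a near-identical copy, are uncertain. An aligner without spliced alignment can lose reads that cross exon junctions, which lowers the counts of genes with many short exons. The table listed 54532 Ensembl genes, of which 54495 (99.9%) were found by identifier in GENCODE release 21 for mouse (build 38, as used by the authors). Coordinates, strand, overlapping genes, and the length and GC content of each gene's longest transcript were taken from that annotation. All 6 sample columns were used.

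Library totals ran from 18449986 to 21827619 counts. Normalized values (CPM) are counts scaled to a common library size by TMM, and 50 counts in a library of mean effective size come to 2.44 CPM. The spread between the 3 mice of a group, with a biological coefficient of variation of 0.357, limited the precision. Counts without molecular identifiers are not independent molecules, and the binomial 95% intervals (exact Clopper-Pearson) cover counting error only.

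IR insulin was compared with IR vehicle by the quasi-likelihood F test of edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3) on the counts, with TMM normalization, no covariate, and genes kept by filterByExpr (a minimum count of 10 and a minimum total of 15). P values were adjusted by the Benjamini-Hochberg method over the 13377 genes kept. Standard errors (SE) of log2 fold changes were derived from the F statistic. The criteria stated in the study's methods were applied to the same fit: an absolute log2 fold change of at least 0.35 with an unadjusted p under 0.05, and, for the choice of candidate genes, an absolute log2 fold change over 0.7 with −log10 p over 1.5. The authors had used DESeq2, which was run here as an alternative (version 1.42.0, its independent filtering kept; adjusted p values that it left empty stayed empty). An exact permutation test of 3 against 3 libraries cannot give a two-sided p under 0.1 and was not used.

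The design, the tests, the gene lists and the rule for naming genes were fixed before the data were examined. Lists of 20 de novo lipogenesis genes, 20 fasting and gluconeogenesis genes, 24 cholesterol synthesis genes, 18 circadian clock genes and 20 acute phase genes were tested with camera of limma 3.58.1 (preset inter-gene correlation of 0.01) on log2 CPM, adjusted over the 5 lists, with camera at an estimated correlation and fry beside it. The 8 candidate genes of the study, 7 genes of the WDR6 and protein phosphatase 1 pathway and 11 genes of the study's triacylglycerol panel were read one by one. Marker lists for sex, pancreas, erythroid cells, adipocytes, muscle, neutrophils, B cells, macrophages, bile duct, and pericentral and periportal hepatocytes served as checks on tissue content. Named in the text are the members of the 3 gene lists of the study, the 4 members with the smallest p of each of the 5 tested lists, and the 5 genes that rose and the 5 that fell with the smallest p among those past the study's criteria. The last 10 needed a mean of at least 50 normalized counts in the higher group and no overlap between the values of the 2 groups; ranking by size of change was reserved for genes with an adjusted p under 0.05. One gene that this rule selects is not reported here. Any other gene named was chosen after its values were seen.

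Libraries were compared by Pearson correlation of log2 CPM (prior count 2), by a chi-square statistic of their counts over genes with a mean of at least 100 counts, and by principal components. The deviation of a gene in 1 library was its log2 CPM minus the median of the other 5 libraries. Deviations were set against GC content and length of the longest transcript. For the GC offset, a loess curve (span 0.5) of each gene's deviation from its mean over the libraries on GC content was fitted per library and entered edgeR as an offset. GC content was available for 13367 of the 13377 genes tested.

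Alternatives fixed beforehand were RLE and upper-quartile size factors, no filter on low counts, at least 10 counts in every library, DESeq2, the replicate number as a block, and leaving out each library in turn. A GC offset, a GC and length offset, a GC offset with the block, voom with sample quality weights (limma), and DESeq2 on every gene with a count were added after seeing the data. The gene lists were not tested under DESeq2 or voom. All 10 splits of the 6 libraries into 3 and 3 were fitted, so the smallest share of splits that can be reached is 0.1.

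The code was tested on simulated counts with the means, library sizes and dispersion of these libraries, in which 100 genes were changed by 1 and 100 by 2 on the log2 scale. At an adjusted p under 0.05, edgeR recovered 73 of the 100 changes of 2 and 3 of the 100 changes of 1, and 10 of its 86 calls were false, among 13118 genes tested. With a lower dispersion, 100 and 92 were recovered among 13232 genes. At the lower dispersion, a GC slope of −1 put into 1 simulated library fell to 0.000983 with the offset, over 13158 genes. That slope was read after the fitted GC trend had been subtracted, so a small value was bound to follow. A simulated list of 20 genes raised by 0.7 was called by camera, and 3 of 100 unchanged lists fell under 0.05. The simulated genes varied independently, so this rate does not apply to lists whose genes vary together. The acute phase list had an estimated inter-gene correlation of 0.35. Figures were drawn with matplotlib 3.10.9.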

Results

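Liver RNA was sequenced from 6 mice with diet-induced insulin resistance (IR), 3 of them given insulin and 3 the BSA vehicle, 6 h before the livers were taken. The comparison of the groups asks how insulin changes hepatic transcript levels in such mice. The vehicle libraries held 18449986, 19664368 and 21614773 read counts for replicates 1, 2 and 3, and the insulin libraries held 21271091, 21827619 and 19844295. Between 18389 and 18874 genes had at least 1 count in 5 of the libraries, and 16470 did in vehicle replicate 2. After the filter on low counts, 13377 genes were tested. Expression levels below are TMM-normalized counts scaled to a common library size (CPM) as mean ± SD over 3 mice, and positive log2 fold changes mean higher expression with insulin.

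The 3 vehicle libraries differed from one another more than the insulin libraries did. Pairs of insulin libraries correlated at 0.980 to 0.985 (Pearson's r of log2 CPM across genes, which are not independent replicates), and pairs of vehicle libraries at 0.878 to 0.948. Vehicle replicate 1 correlated at 0.982 to 0.988 with the 3 insulin libraries, against 0.921 with vehicle replicate 2 and 0.948 with vehicle replicate 3. Each pair of libraries came from different mice, so the counts were bound to differ by more than sampling noise. The chi-square per degree of freedom was lowest, at 27.1, between vehicle replicate 1 and insulin replicate 2. It was highest, at 527.7, between vehicle replicates 2 and 3. The first principal component held 60.0% of the variance and set vehicle replicate 2 apart, and the second held 23.4% and set vehicle replicate 3 apart. Neither separated the groups.

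**Figure D1:**
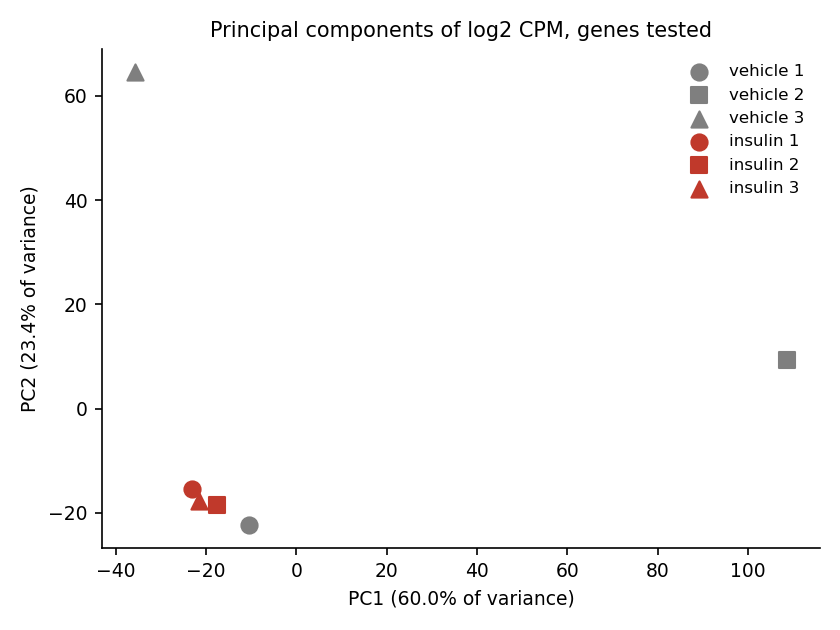
Position of the 6 liver libraries on the first (x axis, 60.0% of variance) and second (y axis, 23.4%) principal components of log2 CPM over the 13377 genes tested; grey points are IR vehicle, red points IR insulin, and the marker shape gives the replicate number. Vehicle replicate 2 sits at 108.7 on the first component and vehicle replicate 3 at 64.6 on the second, while vehicle replicate 1 lies beside the 3 insulin libraries.

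Vehicle replicate 2 differed from the other libraries in its most abundant transcripts as well. Alb, which encodes albumin, took 11.5% of its counts (95% interval 11.46 to 11.49%), against 4.18 to 7.07% in the other 5 libraries. Apoe was at 4457 CPM there and at 16470 to 21069 CPM elsewhere. Both genes were chosen after their values were seen. The deviations of vehicle replicate 2 from the median of the other libraries followed GC content, with a slope of −1.13 on the log2 scale per 10 percentage points of GC and a Spearman correlation of −0.67 across 13367 genes. In the other 5 libraries the slope ran from −0.064 to 0.19. Among 20 equal bins of genes ordered by GC content, the lowest (median 38.1% GC) was higher in vehicle replicate 2 than in the other libraries by a median of 0.96, and in the highest (median 60.8% GC) its median deviation was −1.76. The log2 fold changes between the groups correlated with GC content at a Spearman's rho of 0.56 across genes, and at 0.11 without vehicle replicate 2.

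**Figure D2:**
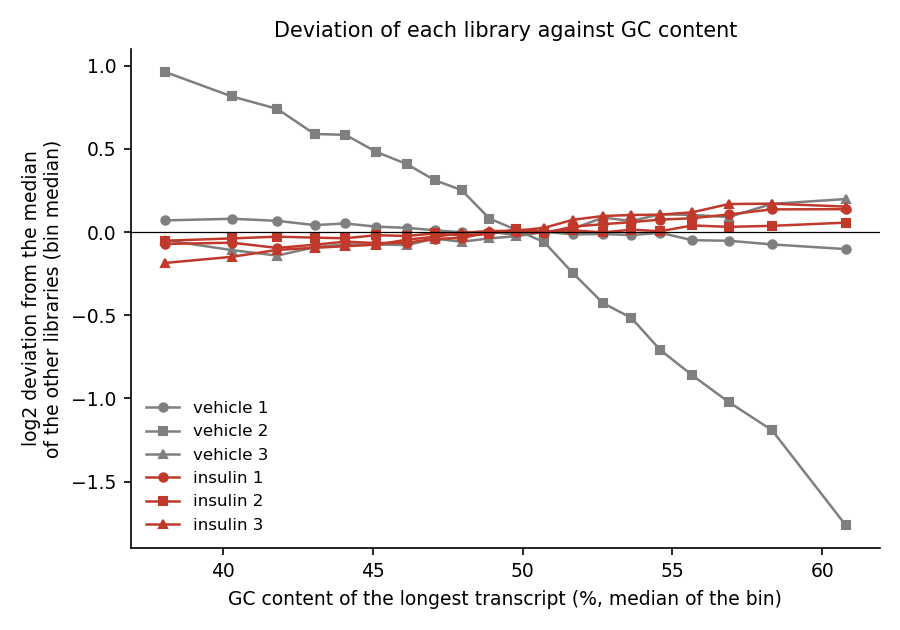
Median log2 deviation of each library from the median of the other 5 (y axis) in 20 bins of genes ordered by the GC content of their longest transcript (x axis, percent); grey lines are IR vehicle, red lines IR insulin, and marker shapes give replicates. Vehicle replicate 2 falls from 0.96 to −1.76 from the lowest to the highest bin, whereas the other 5 libraries stay between −0.19 and 0.20.

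No gene differed between IR insulin and IR vehicle at an adjusted p under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment over 13377 genes). The smallest adjusted p was 0.852. At an unadjusted p under 0.05 there were 383 genes, fewer than the 669 that chance alone would give among 13377 tests. All 383 also had an absolute log2 fold change of at least 0.35 and so passed the criteria of the study, 134 with higher and 249 with lower expression after insulin. The stricter criteria were passed by 156 genes, 55 higher and 101 lower. The values of the 2 groups did not overlap for 1644 genes (12.3%), where 10% would be separated by chance. The count past the study's criteria moved most when 1 library was left out. It was 1349 without vehicle replicate 1 and 888 without vehicle replicate 3, and it fell to 99, 143 and 120 without insulin replicates 1, 2 and 3. The count past the stricter criteria was 802 and 341 without vehicle replicates 1 and 3, and 37, 61 and 51 without insulin replicates 1, 2 and 3. Without vehicle replicate 2 the counts were 508 and 168. No gene reached an adjusted p under 0.05 in any of these 6 fits, with between 99 and 1349 genes at an unadjusted p under 0.05.

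Among genes past the study's criteria with separated groups and at least 50 normalized counts, the smallest p values of genes that rose belonged to Bahcc1, Hspb1, Gse1, Slc39a7 and Stk10. All of these and all genes below had an adjusted p of at least 0.852. Bahcc1 (build 38, chromosome 11, 120232947 to 120292296, plus strand) rose from 4.23 ± 0.823 to 9.39 ± 2.0 CPM (SD, n = 3). Its log2 fold change was 1.15 ± 0.29 (SE), with an unadjusted p of 0.00429 in edgeR. Hspb1 (chromosome 5, 135887919 to 135889563, plus strand) changed by 1.43 ± 0.42 (unadjusted p 0.00895), Slc39a7 (chromosome 17, 34028269 to 34031682, minus strand) by 1.69 ± 0.49 (unadjusted p 0.00916) and Stk10 (chromosome 11, 32533305 to 32624587, plus strand) by 1.06 ± 0.32 (unadjusted p 0.0101). With an offset for GC content, the unadjusted p of Bahcc1 became 0.251 and that of Hspb1 0.491. Bahcc1 and Slc39a7 each overlap another annotated gene on the same strand, Gm47297 and Gm20427.

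Of the genes that fell, AC121151.1 had the smallest p of all genes tested. This processed pseudogene (chromosome 17, 16557246 to 16558043, plus strand) fell from 7.67 ± 3.96 to 2.08 ± 0.291 CPM (SD, n = 3). Its log2 fold change was −1.87 ± 0.44 (SE), with an unadjusted p of 0.00269. Cd83 (chromosome 13, 43784775 to 43803132, plus strand) changed by −2.07 ± 0.49 with an unadjusted p of 0.00292, from 2.47 to 0.583 CPM. Itga8 (chromosome 2, 12106632 to 12301922, minus strand) changed by −2.10 ± 0.58 (unadjusted p 0.00669). Its vehicle values were 1.53, 1.72 and 5.20 CPM, the highest in replicate 3. Gm13680, a second processed pseudogene (chromosome 2, 83353157 to 83353949, minus strand), changed by −0.996 ± 0.29 (unadjusted p 0.00839) and Keg1 (chromosome 19, 12695786 to 12719902, plus strand) by −0.87 ± 0.25 (unadjusted p 0.00878). The unadjusted p of Keg1 was 0.0686 with a GC offset. Reads of processed pseudogenes can be shared with the genes they derive from, so the counts of AC121151.1 and Gm13680 are uncertain.

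Fasn encodes fatty acid synthase, the lipogenic enzyme whose response to insulin the study followed. It lies on chromosome 11 (120805846 to 120824547, minus strand, build 38) and overlaps no other annotated gene. Its expression was 62.6 ± 20.3 CPM in IR vehicle and 105 ± 7.56 CPM in IR insulin (SD, n = 3). The vehicle values were 78.1, 39.6 and 70.2 CPM and the insulin values 102, 113 and 99.3 CPM, so the groups did not overlap. The log2 fold change was 0.74 ± 0.29 (SE), with an unadjusted p of 0.0327 and an adjusted p of 0.852 (edgeR). Across alternatives the adjusted p ran from 0.506 to 0.9997. When insulin replicate 1, 2 or 3 was left out, the log2 fold change was 0.77, 0.68 and 0.79. In those fits the unadjusted p rose to 0.0720, 0.1003 and 0.0662. The unadjusted p fell to 0.0134 without vehicle replicate 2, where the log2 fold change was 0.50. With voom and sample quality weights the unadjusted p was 0.0149. With a GC offset the log2 fold change was 0.36 (unadjusted p 0.0899).

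Wdr6 (chromosome 9, 108572311 to 108578739, minus strand, build 38) was the gene that the study took forward. It overlaps Dalrd3 on the opposite strand, and the counting was not stated to use strand, so its counts can include reads of that gene. Between 81 and 148 reads were counted for it in the vehicle libraries and between 208 and 307 in the insulin libraries. Expression was 6.44 ± 1.28 CPM in IR vehicle and 10.9 ± 2.81 CPM in IR insulin (SD, n = 3). The individual values were 7.30, 4.97 and 7.06 CPM with vehicle, and 9.37, 9.22 and 14.2 CPM with insulin. The log2 fold change of Wdr6 was 0.76 ± 0.29 (SE), with an unadjusted p of 0.0324 and an adjusted p of 0.852 (edgeR), ranging from 0.506 to 0.9997 across alternatives. Without insulin replicate 3, the highest of the 6 values, the log2 fold change was 0.54 and the unadjusted p 0.147. It was 0.36 (unadjusted p 0.198) with a GC offset.

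The 8 candidate genes that the study selected on these same samples all had higher expression with insulin, without overlap between groups, and an unadjusted p under 0.05. Their choice on the same libraries makes this no independent evidence. The study's choice also required a positive association with FASN in public datasets. It further ran quantitative PCR of the candidates in IR mice given insulin, and reported more liver WDR6 protein after insulin or refeeding. Those measurements lie outside the counts compared here. None of the 8 candidates passed an adjusted p of 0.05 over all genes tested, and all 8 did when p values were adjusted over the list alone (adjusted p 0.0349 for each). By edgeR, 6 of the 8 passed the stricter criteria, and all 8 did by DESeq2. Besides Wdr6, the log2 fold changes were 1.13 ± 0.33 (SE) for Gse1 (chromosome 8, 120228456 to 120581390), 1.0 ± 0.34 for G0s2 (chromosome 1, 193272161 to 193273217), 0.87 ± 0.34 for Nbeal2 (chromosome 9, 110624789 to 110654161), 0.81 ± 0.31 for Tnks1bp1 (chromosome 2, 85048022 to 85073048), 0.79 ± 0.28 for Brat1 (chromosome 5, 140705011 to 140719379), 0.79 ± 0.29 for Telo2 (chromosome 17, 25099570 to 25115967) and 0.72 ± 0.25 for Rnf43 (chromosome 11, 87662722 to 87735539). Their unadjusted p values ran from 0.00902 for Gse1 to 0.0349 for Nbeal2. G0s2 overlaps Lamb3 and Gse1 overlaps Gins2 on the opposite strand, and Nbeal2 and Rnf43 overlap other annotated genes, so these counts are uncertain. Vehicle replicate 2 gave the lowest value of the 6 libraries for each of the 8. The number of candidates at an unadjusted p under 0.05 fell to 2, 3 and 2 without insulin replicates 1, 2 and 3, and was 6 without vehicle replicate 3. In each of these 4 fits 0 genes passed adjusted over the list alone. The median log2 fold change of the 8 was 0.81, 0.86 and 0.77 without insulin replicates 1, 2 and 3. It was 0.84 without vehicle replicate 3 and 0.80 in the main fit. The median change thus stayed near its main value in these smaller fits while fewer p values fell under 0.05. Without vehicle replicate 2, all 8 had an unadjusted p under 0.05 and all 8 passed adjusted over the list alone, while 1 passed the stricter criteria. Without vehicle replicate 3, 4 passed the stricter criteria, and 1, 2 and 1 did without insulin replicates 1, 2 and 3. With a GC offset, 3 of the 8 had an unadjusted p under 0.05, 0 passed adjusted over the list alone and 1 passed the stricter criteria, and their median log2 fold change moved from 0.80 to 0.40. Gse1 stayed under 0.05 in all 17 alternatives, with p values from 0.00224 to 0.0329.

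**Figure D3:**
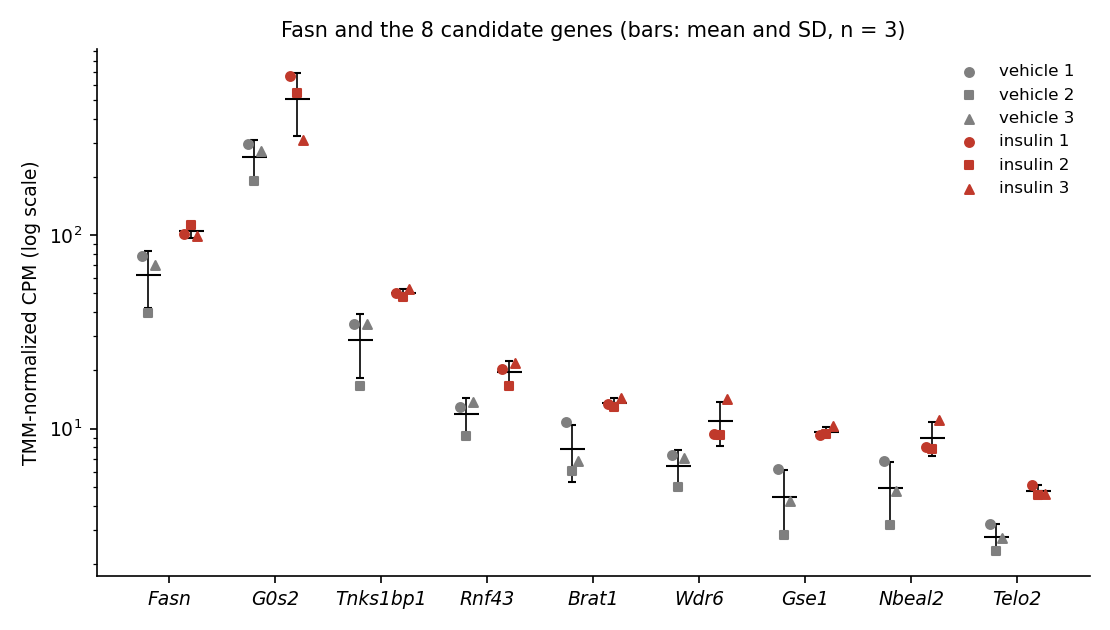
TMM-normalized CPM (y axis, log scale) of Fasn and the 8 candidate genes in each of the 3 IR vehicle (grey) and 3 IR insulin (red) libraries; marker shapes give the replicate, and black bars show mean and SD. For each gene every insulin value lies above every vehicle value, for Wdr6 from 9.22 CPM against at most 7.30 CPM, and vehicle replicate 2 is the lowest point throughout.

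The study placed Fasn under the control of WDR6 through the protein phosphatase 1 subunit PPP1CB, the kinase encoded by Prkdc and the factor encoded by Usf1. In the study's account, WDR6 promotes dephosphorylation of the PPP1CB protein. RNA counts do not measure phosphorylation or protein amount, so the transcripts, compared here in the same way, do not test that mechanism. Ppp1cb had a log2 fold change of −0.70 ± 0.34 (SE; unadjusted p 0.0698), with 309 CPM in vehicle replicate 2 and 120 to 148 CPM in the other 5 libraries. The value was −0.23 without that library, and the unadjusted p was 0.0360 and 0.0353 without vehicle replicates 1 and 3. Ppp1ca, Ppp1cc, Usf1 and Prkdc had log2 fold changes of 0.19, 0.11, 0.31 and −0.28 with SEs from 0.22 to 0.42 and unadjusted p values from 0.379 to 0.627. Of these, Ppp1ca and Prkdc changed sign without vehicle replicate 2 (−0.098 and 0.21), and Ppp1cc without vehicle replicate 1 (−0.0055). Usf1 changed by 0.033 without vehicle replicate 2, 0.63 without vehicle replicate 3 and 0.069 with a GC offset. Of the 7 pathway genes, none passed an adjusted p of 0.05, either over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05, Wdr6 and Fasn.

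Of the 11 genes of the triacylglycerol panel, which the study used to follow fatty acid synthesis, lipolysis, oxidation, uptake and gluconeogenesis, Fasn was the one at an unadjusted p under 0.05 by edgeR. None passed when adjusted over the list alone, where the smallest adjusted p was 0.308. Fabp1 rose by a log2 fold change of 0.55 ± 0.28 (SE; unadjusted p 0.0839), which reached an unadjusted p of 0.0229 without vehicle replicate 1, 0.0490 by DESeq2, 0.0455 with a GC offset and 0.0357 with a GC and length offset. The gluconeogenic genes G6pc and Pck1 had log2 fold changes of −1.14 ± 0.52 (unadjusted p 0.0579) and −0.93 ± 0.54 (unadjusted p 0.125). Vehicle replicate 3 was the highest library for both, at 365 CPM of G6pc and 3543 CPM of Pck1, against 61.9 to 126 CPM and 647 to 1786 CPM in the other 5. Without it the changes were −0.34 and −0.31. The unadjusted p of G6pc was 0.0447, 0.0178 and 0.0487 without vehicle replicate 1, vehicle replicate 2 and insulin replicate 3, and that of Pck1 0.0376 without insulin replicate 3. For G6pc it was also under 0.05 by DESeq2 (0.0275, and 0.0246 on every gene with a count), with no filter on low counts (0.0167) and with voom (0.0317). By DESeq2, 3 of the 11 genes had an unadjusted p under 0.05. Scd1 (0.33 ± 0.87), Pnpla2 (0.29 ± 0.62), Lipe (0.21 ± 0.41), Acadm (−0.026 ± 0.26), Acaca (−0.041 ± 0.24), Cpt1a (−0.10 ± 0.22) and Cd36 (−0.16 ± 0.56) differed by less than their SE. All of them except Cpt1a changed sign when 1 library was left out: without vehicle replicate 2 to −0.17 for Pnpla2, −0.15 for Lipe, 0.13 for Acadm and 0.28 for Cd36, without vehicle replicate 3 to −0.14 for Scd1 and 0.10 for Acaca, without insulin replicate 1 to 0.0094 for Acaca, without insulin replicate 2 to −0.31 for Scd1, and without insulin replicate 3 to 0.041 for Acadm and 0.12 for Cd36. Scd1 spanned 385 to 3242 CPM in the vehicle libraries and 402 to 3623 CPM in the insulin libraries.

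Of the 5 lists tested as sets, the acute phase list was higher with insulin at an adjusted p of 0.00966 (camera, adjusted over 5 lists), with a median log2 fold change of 0.23 over 20 genes, 14 higher and 6 lower. The adjusted p was 0.719 with an estimated inter-gene correlation of 0.35 and 0.7998 by fry, so this call did not hold under either. It was 0.802 without vehicle replicate 3, with a median of 0.11, and ranged from 1.16e-05 to 0.802 over all alternatives. No member of the list had an unadjusted p under 0.05. The 4 members with the smallest p were Saa1, Orm1, Saa2 and Hp, at log2 fold changes of 1.76 ± 1.07 (SE), 0.86 ± 0.56, 1.77 ± 1.39 and 0.39 ± 0.33. Saa1 was at 4370, 252 and 217 CPM in vehicle replicates 1, 2 and 3 and at 4570 to 6803 CPM with insulin. Without vehicle replicate 1 the median of the list was 0.41, and the unadjusted p of Saa1, Saa2 and Orm1 was 1.02e-05, 9.65e-05 and 0.00144. Hp changed sign with a GC offset (−0.021). Saa1 and Saa2 are close paralogs, as are the Orm genes, so reads can be split between them.

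The other 4 lists did not pass an adjusted p of 0.05. The de novo lipogenesis list had a median log2 fold change of −0.050 over 19 genes (adjusted p 0.653), 7 higher and 12 lower. Camera, which gave this p, put the list's direction as up, opposite to the median. The list's median changed sign without vehicle replicate 2, vehicle replicate 3 or insulin replicate 1 (0.033, 0.031 and 0.0037), while it was −0.0048 without insulin replicate 3. With voom, where the lists were not tested as sets, its median was 0.069, with 11 genes higher and 8 lower. By edgeR, Fasn was the lipogenesis list's one member at an unadjusted p under 0.05. Acacb, Pklr and Elovl6 followed at 0.77 ± 0.35 (SE), 0.60 ± 0.29 and −0.40 ± 0.22. Unadjusted p values of Acacb were 0.0446 and 0.0328 without vehicle replicates 2 and 3, and that of Elovl6 was 0.0471 without vehicle replicate 1. The fasting and gluconeogenesis list had a median of −0.24 over 20 genes (adjusted p 0.268), 6 higher and 14 lower. At the preset correlation it passed without vehicle replicate 2 (−0.33, adjusted p 0.00244) and with a GC offset (−0.40, adjusted p 0.0240). With an estimated inter-gene correlation of 0.30 the adjusted p in the main fit was 0.719, and by fry 0.7998. Neither was run in the fits where the list passed. The median changed sign to 0.041 without vehicle replicate 3. The adjusted p ranged from 0.00244 to 0.802 over all alternatives. Its members with the smallest p were Fgf21 (1.04 ± 0.38, unadjusted p 0.0247), G6pc, Klf15 (−1.04 ± 0.58) and Pck1. Fgf21 had an unadjusted p of 0.0953 without insulin replicate 3. Klf15 was at 234 CPM in vehicle replicate 3 and at 45.9 to 66.0 CPM in the other 5 libraries, and its change was 0.049 without that library and −1.40 (unadjusted p 0.0264) without vehicle replicate 2.

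The cholesterol synthesis list had a median of 0.076 over 24 genes (adjusted p 0.268), 13 higher and 11 lower. At the preset correlation it passed without vehicle replicate 2, at 0.18 and an adjusted p of 0.00299. With an estimated inter-gene correlation of 0.14 the adjusted p in the main fit was 0.719, and by fry 0.7998. The median changed sign without vehicle replicate 1 (−0.095) or insulin replicate 3 (−0.11). It was 0.014 without vehicle replicate 3 and 0.051 without insulin replicate 1. Over all alternatives its adjusted p ranged from 0.00299 to 0.822. The pass without vehicle replicate 2 used the preset correlation of 0.01, against an estimate of 0.14 with all 6 libraries. Fdps (1.41 ± 0.60, SE) had an unadjusted p of 0.0456, followed by Mvd (1.02 ± 0.46) and Dhcr7 (0.66 ± 0.34). Fdps was counted 6 to 76 times per library, and its unadjusted p rose above 0.05, to 0.121 at most, without vehicle replicate 1 or 3 or insulin replicate 1 or 2. Mvd had an unadjusted p of 0.00984 without vehicle replicate 1 and Dhcr7 of 0.0276 without insulin replicate 2. The circadian clock list had a median of −0.23 over 17 genes (adjusted p 0.653), 7 higher and 10 lower, and changed sign without vehicle replicate 3 (0.076). It was −0.044 without vehicle replicate 2 and −0.39 without vehicle replicate 1. Its members with the smallest p were Nfil3 (−0.60 ± 0.23, unadjusted p 0.0324), Per2 (0.60 ± 0.27), Nr1d2 (−0.71 ± 0.34) and Hlf (−0.39 ± 0.20). The unadjusted p of Nfil3 rose to between 0.0533 and 0.136 without vehicle replicate 1 or 3 or insulin replicate 1 or 2, and that of Nr1d2 fell to 0.0157 without vehicle replicate 1. In none of the 5 lists did a member pass an adjusted p of 0.05 adjusted over the list alone. Without vehicle replicate 1, 6 members of the acute phase list did, and 6 had an unadjusted p under 0.05. At an unadjusted p under 0.05, the counts were 1 in the lipogenesis list, 1 in the fasting list, 2 in the cholesterol list, 1 in the clock list and 0 in the acute phase list.

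**Figure D4:**
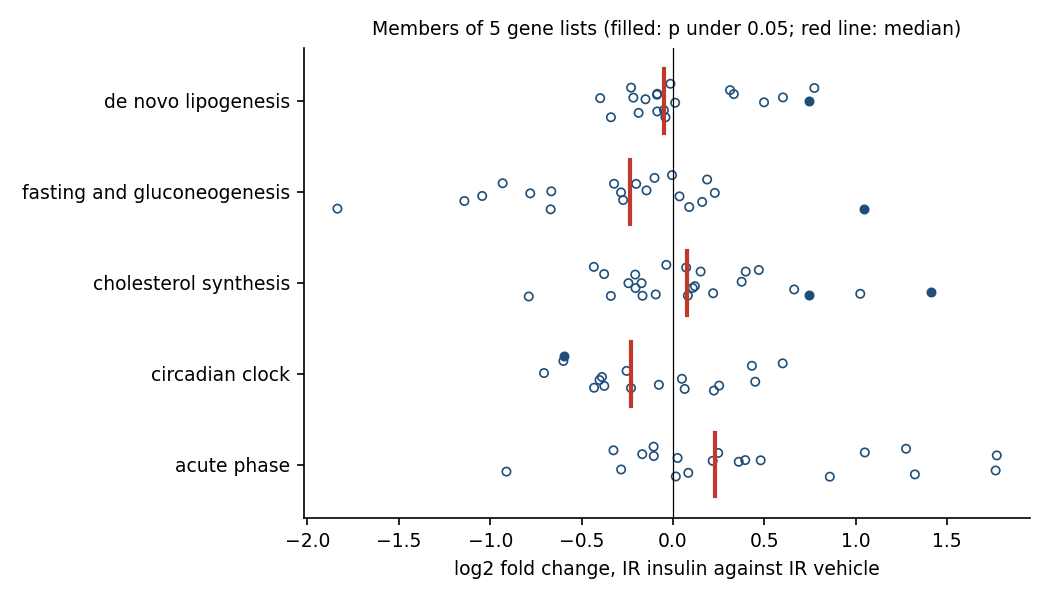
Log2 fold change with insulin (x axis) of every tested member of the 5 gene lists (rows, with points spread vertically for legibility); filled points have an unadjusted p under 0.05 and red lines mark list medians. The acute phase median lies at 0.23 and those of the other lists between −0.24 and 0.076, and members of each list fall on both sides of 0.

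Marker lists were read for the content of the tissue. Xist had 1 count in all 6 libraries together, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had between 197 and 3056 counts in each library. The median log2 fold change of these 4 Y-linked genes was −0.42, and −0.093 without vehicle replicate 2. It was 0.046 with a GC offset and 0.064 with a GC and length offset, with 2 of the 4 higher. Of 11 pancreas markers, Cela1 alone passed the filter (log2 fold change −0.15, −0.060 without vehicle replicate 1 and −0.23 without vehicle replicate 3), and of 6 muscle markers 1 did (0.64). Neither had an unadjusted p under 0.05, nor did any Y-linked gene.

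The erythroid list was lower with insulin, with a median of −1.30 over 5 genes. For 4 of them, the globin genes Hba-a1, Hba-a2, Hbb-bs and Hbb-bt, the adjusted p was under 0.05 adjusted over the list alone, and for 0 over all genes tested. These genes are near-identical pairs, so reads can be split between them. The median was −0.53, with 0 genes at an unadjusted p under 0.05, without vehicle replicate 2. Adjusted over the list alone, the number was 3 without vehicle replicate 1, 5 without vehicle replicate 3 and 0 without insulin replicate 1, 2 or 3. The median of 5 tested B cell markers was −1.84, with 1 at an unadjusted p under 0.05 and 0 adjusted over the list alone. It was 0.041 over 7 without vehicle replicate 2, −2.78 without insulin replicate 1 and −1.07 over 7 without insulin replicate 3. Without vehicle replicate 3, 1 B cell marker passed adjusted over the list alone. By DESeq2 2 of 5 did, 3 of 7 with no filter on low counts, and 1 of 7 by DESeq2 on every gene with a count. With voom the B cell median was 0.28, with 3 markers higher and 2 lower. Periportal hepatocyte markers had a median of −0.58, all 10 lower with insulin, and −0.16 without vehicle replicate 3, when 7 of 10 were lower. The smallest unadjusted p among them was 0.0510, and 2, 3 and 1 markers were under 0.05 without vehicle replicate 1, vehicle replicate 2 and insulin replicate 3. Pck1 belongs to this list, to the fasting list and to the triacylglycerol panel.

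Medians were −0.19 over 10 pericentral markers, 0.27 over 9 macrophage markers, 0.32 over 4 neutrophil markers, 0.44 over 4 bile duct markers and 0.39 over 3 adipocyte markers. In these 5 lists 0 members had an unadjusted p under 0.05. The pericentral median was −0.12 without vehicle replicate 1 and −0.0088 without vehicle replicate 2. The macrophage median was −0.040, −0.19 and 0.43 without vehicle replicate 2, insulin replicate 1 and insulin replicate 3, and 1 marker passed adjusted over the list alone without vehicle replicate 1. The neutrophil median was 0.52, 1.03 and −0.23 without vehicle replicates 1, 2 and 3, and −0.38, 0.49 and 0.60 without insulin replicates 1, 2 and 3. For the bile duct the values were 0.93, 0.19 and 0.14 without vehicle replicates 1, 2 and 3, and 0.67 and 0.21 without insulin replicates 2 and 3. The adipocyte median was 0.26, −0.11 and 0.65 without vehicle replicate 2, insulin replicate 1 and insulin replicate 3.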

Values the study reported

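The study reported 263 differentially expressed genes between livers of IR mice given insulin and of those given vehicle. It scored genes with an absolute log2 fold change of at least 0.35 and a P value below 0.05. It reported 310 genes shared between its own transcriptome and a pair of public datasets that were positively associated with FASN, and it selected 8 candidate genes, among them WDR6.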

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

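No gene had an adjusted p under 0.05 in any of the 17 alternatives, with 99 to 1349 genes at an unadjusted p under 0.05. Against 383 genes past the study's criteria, 742 passed with no filter on low counts, where 23040 genes were tested, and 213 with voom and sample quality weights. By DESeq2, the tool that the study used, 507 passed, 148 higher and 359 lower, and 548 did when every gene with a count was tested. Against 156 past the stricter criteria, 389 passed with no filter, 270 by DESeq2, 309 by DESeq2 on every gene with a count and 53 with voom. The share that fell, 65.0%, was 73.1% with a GC offset and 49.3% with voom. The 6 fits that each left out one library gave 99 to 1349 genes past the study's criteria, 37 to 802 past the stricter ones, and 2 to 8 candidates at an unadjusted p under 0.05. Apart from the number of genes tested, the cause was not tested.

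With a GC offset 3 of the 8 candidates had an unadjusted p under 0.05, 3 with a GC and length offset, and 1 with a GC offset and the replicate block. Over the same 3 settings, chosen after seeing the data, Fasn changed by 0.36, 0.34 and 0.36 and Wdr6 by 0.36, 0.34 and 0.36, none at an unadjusted p under 0.05, and Wdr6 changed by 0.49 with voom, also not under 0.05, where Fasn changed by 0.54 with an unadjusted p of 0.0149. Acadm reversed to 0.039, 0.026 and 0.050, Cd36 to 0.29, 0.30 and 0.42, Ppp1ca to −0.053, −0.016 and −0.041, and Prkdc to 0.022, 0.049 and 0.058. Hp reversed to −0.021 and −0.018 with the GC offset and the GC and length offset, and Lipe to −0.011 with the latter. With voom, Acadm, Cd36, Acaca and Lipe reversed to 0.034, 0.094, 0.15 and −0.035. Upper-quartile factors reversed Acadm to 0.026 and Acaca to 0.00445, and no filter reversed Acadm to 0.012. The cause was not tested.

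Gene lists were not tested under DESeq2 or voom. At the preset correlation, the fasting list passed an adjusted p of 0.05 at −0.40 with a GC offset and −0.40 with a GC and length offset. It also passed at −0.28 with a GC offset and the block. An estimated correlation and fry were not run in these fits, and in the main fit the list passed under neither. The acute phase list had a median log2 fold change of 0.23 in the main fit. It did not pass there by camera with an estimated correlation (adjusted p 0.719) or by fry (adjusted p 0.7998). Both allow for the correlation between its genes.

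Leaving out one library at a time, log2 fold changes ran from 0.50 to 0.93 for Fasn, 0.54 to 0.87 for Wdr6, −0.31 to 1.26 for Scd1, −0.18 to 0.13 for Acadm, −0.17 to 0.86 for Pnpla2, −0.59 to 0.28 for Cd36, −0.098 to 0.54 for Ppp1ca, −0.0055 to 0.18 for Ppp1cc, −0.20 to 0.10 for Acaca, −0.15 to 0.47 for Lipe, −0.60 to 0.21 for Prkdc and −1.40 to 0.049 for Klf15. List medians ran from −0.061 to 0.033 for lipogenesis, −0.33 to 0.041 for fasting, −0.11 to 0.18 for cholesterol, −0.39 to 0.076 for the clock and 0.11 to 0.41 for acute phase. Over the 48 genes other than Fasn and Wdr6 that the naming rule selects, 661 of 815 values kept direction and side of the threshold, 68 were weaker, 48 stronger and 38, in 11 genes, reversed.

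Replicate numbers are shared between groups. Deviations from the group means of same-numbered libraries correlated across genes at −0.039, 0.069 and 0.017, so the numbers were not taken as pairs. With the replicate block alone, 321 genes passed the study's criteria, 203 higher and 118 lower (36.8% lower), 184 of them among the 383. Under it Cd36 changed by 0.055 and the clock median by 0.056, both reversed, and the unadjusted p was 0.0619 for Telo2, 0.0193 for G6pc and 0.0446 for Pck1. With the block and a GC offset together, 158 genes were higher and 165 lower (51.1% lower).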

Other observations

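The tests of library size, abundant genes, dilution, random lists matched on GC content, vehicle replicate 2 as the source of a pattern, and exchanged labels were chosen only after the result was seen.

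Vehicle replicate 2 lay apart from the other 5 libraries: 32.5% of its genes were over 2-fold away from their median, against 2.46 to 11.9% elsewhere. Its total of 19664368 counts was within the range of the others, which argues against library size. Without the 100 most abundant genes its mean correlation with the others was still the lowest, at 0.898 against 0.933 for the next. Of those 100 genes, 19 were over 2-fold higher there and 14 lower, against 10 and 15 in vehicle replicate 3. Scaling to a common library size centres such counts, so they do not decide on dilution by cells of another type. In vehicle replicate 2, B cell markers deviated by a median of 3.68 and erythroid markers by 1.72. Its GC slope of −1.13 was the steepest (next 0.19), as was its length slope with GC in the fit (0.139 per doubling, next −0.0632), so GC content and length may each be part of the cause. The GC correction did not remove all of the difference: its mean correlation, 0.936, was still below the next lowest, 0.944. An incomplete correction would leave such a gap too, so this does not exclude GC content as the whole cause. Whether anything else set the library apart stays open, and no biological explanation was tested within the vehicle group.

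The correlation of log2 fold changes with GC content, 0.56 across genes, was 0.11 without vehicle replicate 2, so that library may be the source of most of it. The 8 study candidates had a median GC content of 57.2%, above 99.9% of 10000 random lists matched on expression. Random lists with their GC content had a median log2 fold change of 0.31, against −0.017 for all genes, so GC content may account for part of their 0.80. Their median was 0.40 with a GC offset and 0.64 without vehicle replicate 2. Because the 8 were selected on these libraries, neither value decides whether GC content, that library or a response to insulin accounts for the rest, and these cannot be told apart.

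More genes fell than rose past the study's criteria, 249 against 134. The direction depended on the fit. Among the alternatives in which it was lost, the share that fell was 49.3% with voom and sample quality weights and 48.3% without insulin replicate 2 (69 of 143 genes). The share was 36.8% with the replicate number as a block, although the numbers were not taken as pairs. With a GC offset as the one change it was 73.1% (lower 95% bound 68.6%), so in that fit removing the GC trend did not remove the excess. Genes are not independent, and a response to insulin remains untested as an explanation.

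Vehicle replicate 3 was low in acute phase transcripts, with a median deviation of −0.87. After GC correction it was −1.01, the next lowest library being at −0.30, which argues against GC content. In the same library neutrophil markers deviated by −3.24 and periportal markers by 1.14. No biological explanation was tested.

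Vehicle replicate 1 was closer to every insulin library than to the other vehicle libraries. After GC correction its lowest correlation with an insulin library was 0.983, against 0.949 at most with a vehicle library, which argues against a GC trend. Among the 3 splits that place it with a pair of insulin libraries, the most genes past the study's criteria was 436, and the others gave 309 and 382, against 383 for the labels. With a GC offset these 3 splits gave 767, 411 and 566 genes, against 420 for the labels. With 3 libraries per group, a mislabelled sample and variation between mice cannot be told apart.

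Of the 10 splits of the 6 libraries, 4 gave as many genes past the study's criteria as the labels did, the real one included, over a range of 145 to 500, and 5 did with a GC offset. For genes with an adjusted p under 0.05 the labels gave 0, with 383 at an unadjusted p under 0.05, so all 10 splits necessarily gave as many and the count says nothing about the grouping. A share under 0.1 cannot be reached with 10 splits.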
